A study of Caenorhabditis elegans with 12 samples.

How the data were processed

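Bulk RNA-seq was made from whole starved larvae of 3 genotypes with 4 biological replicates each. Per the labels' protocols, animals were grown for 96 h at 20 °C on bacteria, embryos were freed with hypochlorite, and 10000 embryos per flask were kept for 24 h at 20 °C in 20 mL of S-basal, a salt buffer without food. RNA was extracted with TRIzol and acid-washed sand. Libraries were made from total RNA with the NEBNext Ultra II RNA kit and 7 cycles of PCR, pooled, and sequenced in 1 lane of a NovaSeq X Plus as paired reads of 50 bp, per the labels' protocols. Because all libraries were sequenced in 1 lane, no sequencing batch separates the genotypes. PCR duplicates carry no molecular identifiers, so counting intervals cover counting error only. No label states an enrichment for polyadenylated RNA or a removal of ribosomal RNA, and genes annotated as rRNA held 0.264% to 0.823% of gene counts.

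The authors deposited 1 table of raw counts per gene and library, in whole numbers and without normalization. The aligner, counter, genome build and annotation release were not given in the sources used here, nor was whether counting used strand. The table held 46911 genes by WormBase identifier and 5 summary lines with the names that htseq-count writes. Of all fragments in the deposited table, those lines held 0.853% to 1.34% in no gene, 2.51% to 3.08% in more than 1 gene, 18.1% to 18.8% with a low alignment quality, 1.70% to 1.96% not aligned and 0% with several alignments. These lines name no gene and stayed out of library sizes and tests. A fragment that fits copies of a gene equally well usually has a low alignment quality, so genes with near-identical copies can be undercounted, and overlapping genes lose fragments that fall in both. The gene counts summed to 39649347 to 48510447 per library, and 31137 genes had at least 1 count. The number of columns that could not be matched to a sample was 0.

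Gene names, exons and coordinates came from the WBcel235 annotation of Ensembl release 115, matched by WormBase identifier. Of the 46911 deposited genes, 46857 were in that annotation, and of the 16907 tested genes 16886 were. The coordinates are those of that annotation, since the build used by the authors was not given in the sources used here. Gene symbols were lacking for 865 tested genes, which are named by their sequence or identifier. No genome sequence was used here, so GC content was not examined.

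The comparisons of the report with their tests, its 5 gene sets, the rule for named genes and all alternatives except 1 were chosen before the data were examined. The check of each library's trend on gene length, the other splits of the libraries, and the tests and chaperone lists of the closing section were chosen later. Counts were filtered with filterByExpr and scaled by trimmed mean of M values (TMM), and all 12 libraries were fitted in 1 model with a mean per genotype and no other term, using edgeR 4.0.16 in R 4.3.3. edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest) gave p-values, which were adjusted by Benjamini-Hochberg over all tested genes, and genes with an adjusted p under 0.05 were called. The 4 contrasts tested were each allele against wild type, the mean of both alleles against wild type, and *tm1442* against *gk229*. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. CPM values use TMM-scaled library sizes. *hil-1* was also tested with a two-sided exact permutation test of log2 CPM. Replicates were compared by a chi-square statistic over genes with at least 20 counts in the pair. Correlations and trends used log2 CPM with a prior count of 2.

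Gene sets were tested with camera in limma 3.58.1, with a preset correlation of 0.01 between genes, on the mean of both alleles against wild type, two-sided, with Benjamini-Hochberg adjustment over the 5 sets. The sets were a list of 30 DAF-16-activated targets written from general knowledge (27 symbols matched, giving 29 genes), families that respond to infection (lectins, lysozymes, saposin-like, caenacin, *irg*, *fipr*, *abf*, thaumatin and 6 *nlp* genes), core histones, cuticle collagens, and detoxification families (*cyp*, *gst* and *ugt*). The linker histone genes other than *hil-1* were tested gene by gene, with adjustment over all genes and over the list alone.

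The genes named in the text followed a fixed rule. It took *hil-1* and the linker histone genes. It took the 5 genes in each direction with the largest mean of both log2 fold changes among genes called in both alleles with the same sign. It took the 4 genes in each direction with the largest difference between the alleles. Both groups needed a mean of at least 1 CPM and ranges that did not overlap, between wild-type and mutant libraries or between the alleles. From each gene set it took up to 3 called genes with the lowest p on the mean of both alleles. Genes named outside the rule are said to have been chosen after their values were seen.

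The effect of shared wild-type libraries was assessed with 50 simulations of unchanged groups and 50 with independent effects in each allele. The fit was tested on simulated counts with the means and library sizes of these libraries. Each changed gene was given an absolute log2 change of at least 1. The genes called in the real data had a median absolute log2 fold change of 0.59 in *gk229* and 0.60 in *tm1442*. The recovery rates below therefore do not cover changes of that size. For *gk229* against wild type, 88.8% of 200 changed genes among 16704 were recovered and 6.42% of the calls were false, and for *tm1442* against wild type 86.8% were recovered and 7.07% were false. For both alleles in the same direction, 84.5% of 100 shared changes were recovered and 0% of the calls were false, over 16704 genes.

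Alternatives were DESeq2 size factors, library-size scaling and upper-quartile scaling in edgeR, no filter, a filter of at least 1 CPM in at least 4 libraries, limma-voom, the DESeq2 1.42.0 Wald test, a fit of only the libraries compared, the replicate number as a block, an adjusted p under 0.1, a minimum absolute log2 fold change of 1, fry and an estimated correlation for the gene sets, and each library left out in turn. An alternative chosen after seeing the data removed from each library a lowess trend (span 0.3) of its log2 CPM deviation on exonic length. On simulated counts of *tm1442* against wild type with a slope of −0.2 put into 1 library, this left a slope of −0.00493, with 89.9% of the changed genes recovered and 10.1% false calls over 16722 genes, against 88.4% recovered and 8.38% false calls over 16743 genes without the removal. The changed genes of that simulation also had absolute log2 changes of at least 1. For each count of called genes, other splits of the same libraries were also fitted.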

Results

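Whole-worm bulk RNA-seq was used to compare starved *Caenorhabditis elegans* larvae of 3 genotypes: wild type (the N2 strain) and the mutants *hil-1(gk229)* and *hil-1(tm1442)*. The gene *hil-1* encodes HIL-1, a variant of linker histone H1, the protein that binds DNA between nucleosomes. The series title describes HIL-1 as a target of the transcription factor DAF-16/FoxO that promotes resistance to starvation and to pathogenic bacteria. Each culture held 10000 embryos in 20 mL of buffer without food and was collected after 24 h at 20 °C, 12 h after hatching. There were 4 biological replicates per genotype and 12 libraries in all. The deposited table held 39649347 to 48510447 gene counts per library. In wild type the totals were 43423694, 40219433, 43010937 and 48510447 counts for replicates 1 to 4, in *gk229* 39649347, 40859451, 42316687 and 44261569, and in *tm1442* 47674103, 43837301, 42858037 and 40085705. After a filter on low counts, 16907 genes were tested, which held 99.9% of all gene counts, and the common biological coefficient of variation was 11.8%.

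No 2 replicates had counts that agreed within sampling noise, so all 12 libraries were treated as separate samples. The chi-square statistic per degree of freedom was 9.41 to 30.9 for replicate pairs without *tm1442* replicate 3 and 98.5 to 135 for the 3 pairs with it. The Pearson correlation of log2 CPM (the CPM, or normalised count, scaled by trimmed mean of M values) across genes, which are not independent replicates, was 0.990 to 0.993 without that library and 0.984 to 0.985 with it. In *tm1442* replicate 3 the deviation of log2 CPM from the mean of all libraries fell with exonic gene length, with a slope of −0.180 per doubling of length. In the other 11 libraries the slope lay between −0.00487 and 0.0457.

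**Figure D1:**
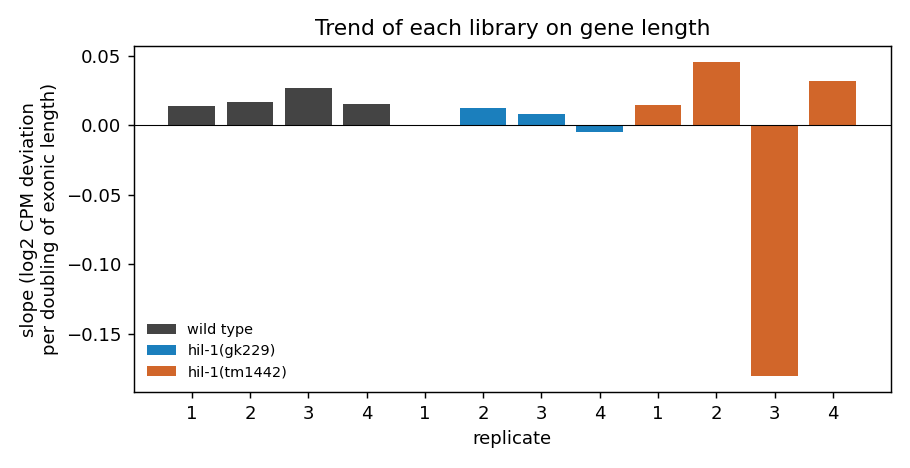
Slope of each library's log2 CPM deviation on exonic gene length, per doubling of length (y axis), for replicates 1 to 4 of wild type, *hil-1(gk229)* and *hil-1(tm1442)* (x axis); each bar is 1 library. The slope of *tm1442* replicate 3 was −0.180, and the other 11 libraries lay between −0.00487 and 0.0457.

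The targeted gene was examined first in every library. *hil-1* (WBGene00001852) lies on the plus strand of chromosome V from 14949777 to 14952799 in the WBcel235 assembly, where the annotation gives a protein-coding gene with 5 exon blocks of 910 bp in total. Which part of the gene each allele lacks was not given in the sources used here. A gene count can include reads from outside a deleted part, so a retained count does not test the label of a library. *hil-1* measured 404 ± 20.2 CPM (SD, n = 4) in wild type, 298 ± 17.5 CPM in *gk229* and 74.1 ± 8.32 CPM in *tm1442*. The single wild-type libraries had 418, 424, 385 and 387 CPM, the *gk229* libraries 292, 309, 316 and 277 CPM, and the *tm1442* libraries 75.9, 67.4, 85.1 and 67.9 CPM. The *gk229* level was 73.9% of wild type, with a log2 fold change of −0.44 (SE 0.08) and an adjusted p of 0.0142 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The *tm1442* level was 18.4% of wild type, with a log2 fold change of −2.45 (SE 0.08) and an adjusted p of 5.80e-10 in the same test. *tm1442* held 24.8% of the *gk229* level (log2 fold change −2.01, adjusted p 7.54e-09, edgeR's quasi-likelihood test). The ranges of the 3 genotypes did not overlap, and a two-sided exact permutation test of log2 CPM gave p = 0.0286 for each pair of genotypes, the smallest value that the 70 arrangements of 4 against 4 allow. The smaller *gk229* change passed the threshold in 18 of 22 alternative settings. It lost its call in edgeR's quasi-likelihood test when wild-type replicate 1 (adjusted p 0.0507), wild-type replicate 2 (0.0520), *gk229* replicate 1 (0.0549) or *gk229* replicate 4 (0.0599) was left out, with a log2 fold change of −0.47 to −0.41 across all settings and an adjusted p range of 1.84e-05 to 0.0599. The *tm1442* change passed in 22 of 22 settings.

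Levels of the other linker histone genes addressed whether the rest of the H1 family changed in the mutants. Of 8 such genes, 7 passed the count filter and 0 were called on the mean of both alleles against wild type by edgeR's quasi-likelihood test. On that contrast the count was also 0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, and 0 with limma-voom and with DESeq2. The lowest p, 0.0567 before adjustment in edgeR's quasi-likelihood test, belonged to *hil-8* (WBGene00001859; log2 fold change 0.27, SE 0.13), which had 1.35 ± 0.115 CPM in wild type, 1.72 ± 0.228 in *gk229* and 1.54 ± 0.211 in *tm1442* (SD, n = 4). The adjusted p of the 7 genes ranged from 0.414 to 0.968. The abundant members *hil-3* (WBGene00001854; 240.2 ± 17.9, 235.04 ± 16.493 and 221 ± 5.92 CPM in wild type, *gk229* and *tm1442*) and *his-24* (WBGene00001898; 199 ± 14.7, 210.1 ± 12.4 and 202 ± 13.4 CPM) changed by log2 fold changes of −0.07 (adjusted p 0.679) and 0.05 (adjusted p 0.811) on the mean of both alleles, which edgeR's quasi-likelihood test did not separate from 0. For each allele against wild type and between the alleles, 0 genes were called by edgeR's quasi-likelihood test, limma-voom or DESeq2, with 1 gene at an unadjusted p under 0.05 in each. These were *hil-8* in *gk229* (log2 fold change 0.36, p 0.0322, adjusted p 0.363) and *hil-7* (WBGene00001858) in *tm1442* and between the alleles, all by edgeR's quasi-likelihood test. *hil-7* had 42.2 ± 4.26 CPM in wild type, 40.8 ± 4.32 in *gk229* and 49.4 ± 3.22 in *tm1442* (SD, n = 4). Its log2 fold change was −0.05 in *gk229* (p 0.566), 0.23 in *tm1442* (p 0.0206, adjusted p 0.260) and 0.28 between the alleles (p 0.00645, adjusted p 0.205 over all genes and 0.0452 over the list alone, edgeR's quasi-likelihood test), so that its changes partly cancel on the mean of both alleles. *hil-6* (WBGene00001857), at 0.0951, 0.193 and 0.211 CPM in the 3 genotypes, was too low to be tested.

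**Figure D2:**
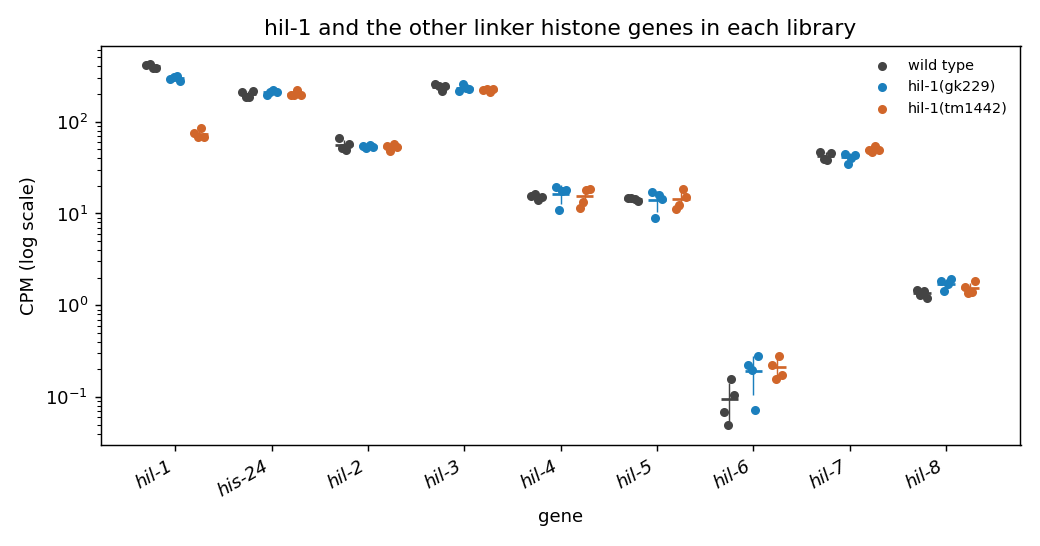
CPM on a log axis (y axis) of *hil-1* and the 8 other linker histone genes (x axis) in each library of wild type, *hil-1(gk229)* and *hil-1(tm1442)*; points are libraries, horizontal lines the mean and vertical lines the SD of 4 replicates. *hil-1* fell from 404 CPM in wild type to 298 and 74.1 CPM in the mutants, and on the mean of both alleles against wild type 0 of the 7 other genes tested were called by edgeR's quasi-likelihood test (0 at an unadjusted p under 0.05), limma-voom or DESeq2.

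The comparison of each allele with wild type addressed which genes change when *hil-1* is mutated. In *gk229*, 243 of 16907 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 127 higher and 116 lower, and 1947 genes had an unadjusted p under 0.05. The median absolute log2 fold change of the called genes was 0.59. As a ratio, a minimum absolute log2 fold change of 1 moved the count most, to 52, and in number of genes a fit of the 8 libraries of the 2 groups alone did, to 764. With library-size scaling alone, 220 genes were called, 83 higher and 137 lower, so that 37.7% were higher in place of 52.3%. Without wild-type replicate 4, 43 were higher and 61 lower. Leaving out any 1 of the 8 libraries compared lowered the count to between 104 and 147, and leaving out *tm1442* replicate 3, which is not among those 8, raised it to 659. In *tm1442*, 282 genes were called, 128 higher and 154 lower, with 2218 genes at an unadjusted p under 0.05 and a median absolute log2 fold change of 0.60. Of these, 58 had an absolute log2 fold change of at least 1. The balance of directions turned to 166 higher and 117 lower without *tm1442* replicate 4. The *tm1442* count fell to 158, 141 and 129 without wild-type replicates 2, 3 and 4 and to 178 without *tm1442* replicate 1, and rose to 447 without *tm1442* replicate 3.

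A change caused by loss of *hil-1* is predicted in both alleles, so the effects of the alleles were set against each other. Of the 439 genes called in either allele, 86 were called in both, 85 of them in the same direction (27 higher and 58 lower). The shared genes were 35.0% of the *gk229* calls and 30.1% of the *tm1442* calls. Both comparisons used the same wild-type libraries, which alone produces shared values. In 50 simulations with unchanged groups the overlap was 0, and in 50 simulations with independent effects in each allele it had a median of 1.5 and a range of 0 to 7. The fold changes of the alleles correlated across all tested genes with Pearson's r = 0.532 and Spearman's rho = 0.501, where genes are not independent replicates. Simulated independent effects in each allele gave r = 0.381 (range 0.356 to 0.409) and rho = 0.432 (range 0.417 to 0.450), below the observed values. Unchanged groups simulated against the same controls gave r = 0.498 (range 0.475 to 0.522) and rho = 0.457 (range 0.443 to 0.472). The correlation exceeded the range of unchanged groups only narrowly. Pearson's r was 0.460 without *tm1442* replicate 3, 0.462 without *gk229* replicate 1 and 0.4737 without *tm1442* replicate 2, below that range (lowest 0.4747). The range was simulated for the full set of libraries, so it cannot judge values from a smaller set. The share of genes called in either allele that had the same sign in both was 89.5%, against 58.3% (range 53.3% to 64.5%) with simulated independent effects. As a ratio, a minimum absolute log2 fold change of 1 moved the overlap of 85 most, to 23, and in number of genes the DESeq2 Wald test did, to 164. It fell to 56, 47, 47 and 41 without wild-type replicates 1, 2, 3 and 4 and to 55, 52 and 52 without *gk229* replicates 1, 3 and 4, and rose to 152 without *tm1442* replicate 3. On the mean of both alleles against wild type, 285 genes were called by edgeR's quasi-likelihood test, 117 higher and 168 lower (2154 at an unadjusted p under 0.05), with 88 higher and 190 lower under library-size scaling alone. This count fell to 165, 145, 168 and 113 without wild-type replicates 1 to 4 and rose to 580 without *tm1442* replicate 3. Of the 285 genes, 281 had the same sign in both alleles, and 145 (50.9%) had the larger absolute change in *gk229*, the allele with more *hil-1* transcript. The shared wild-type libraries and the choice of genes on the mean of both alleles can both favour such similarity.

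**Figure D3:**
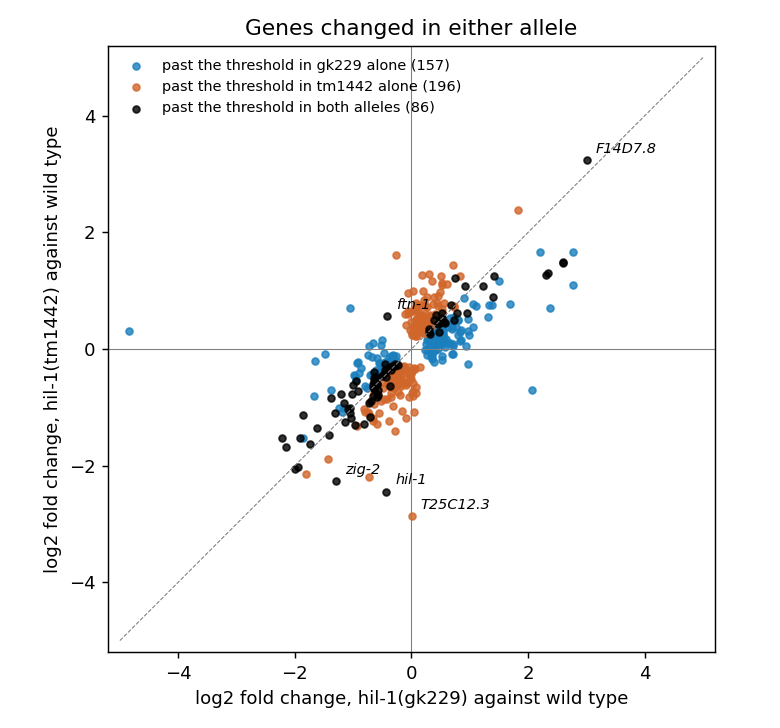
Log2 fold change against wild type in *hil-1(gk229)* (x axis) and in *hil-1(tm1442)* (y axis) for genes called in *gk229* alone (157), in *tm1442* alone (196) or in both (86); each point is a gene and the dashed line marks equal change. The point farthest left, *C04E6.5* (WBGene00015422, chromosome V; named after its values were seen), rests on 1 count over the 4 *gk229* libraries against 45 over the wild-type and 56 over the *tm1442* libraries, a *gk229* to wild-type ratio of 0.0237 with an exact 95% interval for counting error of 5.88e-04 to 0.139.

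Of the genes called in both alleles in the same direction, 75 also had CPM ranges that did not overlap between the 4 wild-type and the 8 mutant libraries and a mean of at least 1 CPM. Among these 75 genes, the largest rise was that of *F14D7.8* (WBGene00008795, protein-coding, chromosome V from 14311879 to 14312795, minus strand, 0.637 Mb from *hil-1*). It had 0.333 ± 0.0480 CPM (11 to 17 counts) in wild type, 2.70 ± 0.321 CPM (99 to 128 counts) in *gk229* and 3.19 ± 0.228 CPM (123 to 171 counts) in *tm1442* (SD, n = 4). Its log2 fold changes were 3.00 (SE 0.16, adjusted p 2.21e-07) and 3.25 (SE 0.16, adjusted p 3.30e-08) by edgeR's quasi-likelihood test. The other 4 genes that rose most were *pud* genes in a pair of neighbouring, nearly identical copies on chromosome V between 2322038 and 2330930. Reads can be split between such copies, so their single values are uncertain. *pud-1.1* (WBGene00017499, 2330429 to 2330930) had 61.3 ± 16.39 CPM in wild type, 371 ± 109 in *gk229* and 172 ± 51.6 in *tm1442*, with log2 fold changes of 2.60 (adjusted p 6.61e-05) and 1.49 (adjusted p 0.00555, edgeR's quasi-likelihood test). *pud-1.2* (WBGene00021236, 2322038 to 2322566) rose by 2.59 and 1.48, *pud-2.2* (WBGene00017500, 2323014 to 2323524) by 2.34 and 1.31, and a further gene with the symbol *pud-2.2* in the annotation (WBGene00017490, 2329444 to 2329954) by 2.31 and 1.27 in *gk229* and *tm1442*. All 4 differed between the alleles as well, with log2 fold changes of −1.11, −1.11, −1.04 and −1.04 for *tm1442* against *gk229* and adjusted p of 0.0418 to 0.0452 by edgeR's quasi-likelihood test.

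Among the same 75 genes, and apart from *hil-1*, the gene that fell most on average over both alleles was *zig-2* (WBGene00006979, chromosome X from 12340377 to 12341438). It had 8.50 ± 0.585 CPM in wild type, 3.47 ± 0.673 in *gk229* and 1.76 ± 0.190 in *tm1442* (SD, n = 4), with log2 fold changes of −1.29 (SE 0.13, adjusted p 9.29e-05) and −2.27 (SE 0.14, adjusted p 4.23e-07) by edgeR's quasi-likelihood test. The fall was larger in *tm1442* (log2 difference −0.98, adjusted p 0.00446, edgeR's quasi-likelihood test). *F19B2.5* (WBGene00008944, chromosome V from 20162615 to 20164165) fell from 6.61 CPM to 1.75 and 2.30 CPM (log2 fold changes −1.91 and −1.52). *cpr-2* (WBGene00000782, chromosome V from 16532936 to 16534100) fell from 503 ± 149 CPM to 139 ± 3.62 and 230 ± 58.0 CPM (−1.86 and −1.13). *F08G2.5* (WBGene00008577, chromosome II from 13833095 to 13833631) fell from 16.7 CPM to 6.25 and 6.02 CPM (−1.41 and −1.47, adjusted p 0.0121 and 0.00868 by edgeR's quasi-likelihood test). On the mean of both alleles, these 8 genes and *F14D7.8* passed the threshold in all 21 alternative settings run for them.

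**Figure D4:**
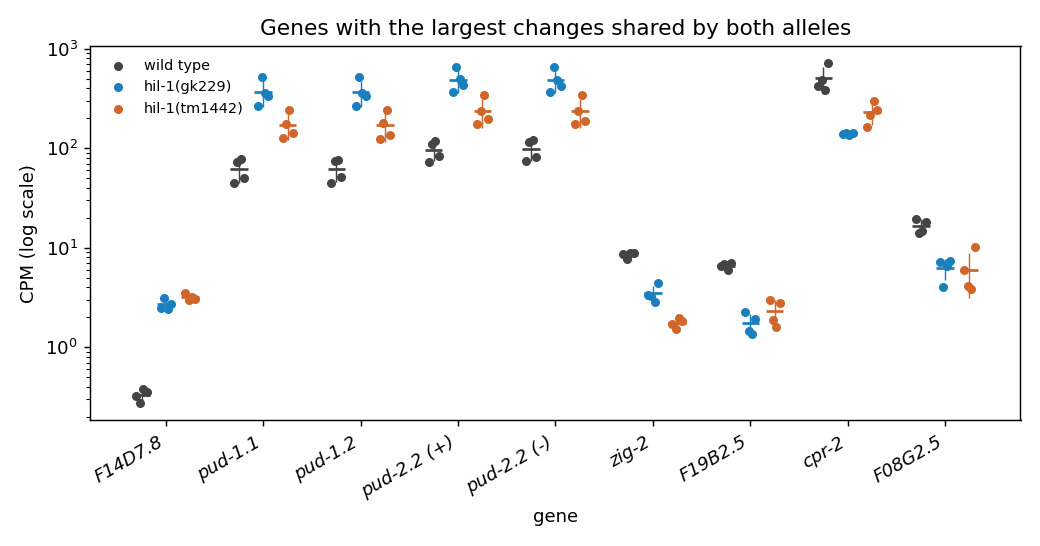
CPM on a log axis (y axis) of the genes with the largest changes shared by both alleles other than *hil-1* (x axis; both genes with the symbol *pud-2.2* are marked by strand) in wild type, *hil-1(gk229)* and *hil-1(tm1442)*; points are libraries, horizontal lines the mean and vertical lines the SD of 4 replicates. The 4 wild-type libraries of each gene lie outside the range of its 8 mutant libraries, as for *F14D7.8* with 0.333 CPM in wild type against 2.70 and 3.19 CPM.

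The direct comparison of *tm1442* with *gk229* addressed whether the alleles differ. It called 143 genes by edgeR's quasi-likelihood test, 58 higher and 85 lower in *tm1442*, with 1867 at an unadjusted p under 0.05 and a median absolute log2 fold change of 0.62. With library-size scaling alone 54 genes were higher and 54 lower, and without *tm1442* replicate 4 the balance turned to 76 higher and 38 lower. As a ratio, a minimum absolute log2 fold change of 1 moved the count most, to 27. The count fell to 36, 92, 70 and 45 without *gk229* replicates 1, 2, 3 and 4 and to 53 without *tm1442* replicate 1, and rose to 379 without *tm1442* replicate 3. Of the 143 genes, 133 had CPM ranges that did not overlap between the alleles and a mean of at least 1 CPM. Among these 133 genes, the largest fall was that of *T25C12.3* (WBGene00012018, chromosome X from 11491087 to 11499999, 32 exon blocks). It had 62.5 ± 21.2 CPM in *tm1442* against 459 ± 47.6 in *gk229* and 458 ± 25.7 in wild type (SD, n = 4), a log2 fold change of −2.88 (SE 0.21, adjusted p 6.54e-06) between the alleles and 0.00 (adjusted p 0.998) for *gk229* against wild type by edgeR's quasi-likelihood test. Of the 31 other tested genes within 100 kb of it, 0 were called between the alleles by edgeR's quasi-likelihood test, with 3 at an unadjusted p under 0.05, 0 by limma-voom and 0 by DESeq2. *C15C8.5* (WBGene00007607, chromosome V from 12748007 to 12749992) had 1.16 CPM in *tm1442*, 2.75 in *gk229* and 1.39 in wild type (log2 fold change between the alleles −1.24, adjusted p 0.00118, edgeR's quasi-likelihood test). *C33C12.11* (WBGene00044360, chromosome II from 2163341 to 2163832) had 0.805 CPM in *tm1442* against 1.78 in *gk229* (−1.13), and passed the threshold in 12 of 22 alternative settings.

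Among the same 133 genes, those with the largest rises in *tm1442* over *gk229* were low in count and varied between replicates. *fat-5* (WBGene00001397, chromosome V from 17725004 to 17726818) had 2.57 ± 1.71 CPM in *tm1442* and 0.424 ± 0.189 in *gk229* (log2 fold change 2.60, SE 0.51, adjusted p 0.0304, edgeR's quasi-likelihood test), with 1.497 ± 0.659 CPM in wild type. *clx-1* (WBGene00000551, chromosome IV from 7734648 to 7736324) had 3.64 ± 1.36 against 0.878 ± 0.488 CPM (2.05), *F20B10.3* (WBGene00008967, chromosome IV from 12168244 to 12169216) 2.76 ± 1.77 against 0.670 ± 0.249 CPM (2.04), and *R09E10.13* (WBGene00194658, chromosome IV from 10294811 to 10295144) 6.05 ± 1.42 against 1.79 ± 0.552 CPM (1.76). Against wild type these genes were higher in *tm1442* (log2 fold changes 0.53 to 0.79) without a call (adjusted p 0.130 to 0.559, edgeR's quasi-likelihood test). In *gk229* they were lower by larger amounts (−1.81 to −1.06). There *R09E10.13* was called (adjusted p 0.0333) and the others were not (0.0676 to 0.129, edgeR's quasi-likelihood test). *fat-5* and *F20B10.3* passed the threshold between the alleles in 15, *clx-1* in 18 and *R09E10.13* in 22 of 22 alternative settings. Leaving out *tm1442* replicate 1 removed the calls of *fat-5* (adjusted p 0.0862, range over the settings 5.81e-04 to 0.128), *clx-1* (0.0724, range 3.27e-04 to 0.0724) and *F20B10.3* (0.0768, range 1.07e-05 to 0.0999) in edgeR's quasi-likelihood test.

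Gene sets addressed the link to DAF-16, to pathogen resistance and to chromatin, on the mean of both alleles against wild type. None of the 5 sets was called by camera with a preset correlation between genes, by fry, or by camera with an estimated correlation. DAF-16-activated targets (28 tested) had a median log2 fold change of −0.19 in *gk229*, 0.06 in *tm1442* and −0.04 on the mean (camera adjusted p 0.560, fry 0.604, estimated correlation 0.801). Of these, 0 were called over all genes by edgeR's quasi-likelihood test or limma-voom and 2 by DESeq2, with 2 called when adjusted over the list alone and 4 at an unadjusted p under 0.05. Infection-response families (204 tested, 3 shared with the DAF-16 list) had medians of 0.07, 0.03 and 0.05 (camera adjusted p 0.292, fry 0.604, estimated correlation 0.801), with 7 genes called, 4 higher and 3 lower, and 17 when adjusted over the list alone. Core histones (52 tested) had medians of −0.01, 0.02 and 0.02 (camera adjusted p 0.918, fry 0.994, estimated correlation 0.967). Their median and camera pointed up while their mean, −0.0030, and fry pointed down, and library-size scaling alone turned the median on the mean contrast to −3.78e-04. Of the core histones, 0 were called over all genes, 0 when adjusted over the list alone and 4 at an unadjusted p under 0.05 by edgeR's quasi-likelihood test, and 0 by limma-voom or DESeq2. Cuticle collagens (116 tested) had medians of 0.14, −0.04 and 0.06 (camera adjusted p 0.292, fry 0.604, estimated correlation 0.801), with 0 called over all genes, 0 when adjusted over the list alone, 14 at an unadjusted p under 0.05, 0 by limma-voom and 1 by DESeq2. Detoxification families (166 tested) had medians of −0.01, −0.02 and −0.02 (camera adjusted p 0.560, fry 0.604, estimated correlation 0.801), with 8 genes called, 2 higher and 6 lower, and 9 when adjusted over the list alone. No alternative called any of the sets on this contrast.

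Among the called members with the lowest p on the mean of both alleles, *cyp-13A5* (WBGene00011672, chromosome II from 9798277 to 9800362) fell from 15.96 ± 1.94 CPM in wild type to 10.8 ± 0.933 in *gk229* and 9.26 ± 0.441 in *tm1442* (SD, n = 4), a log2 fold change of −0.68 (adjusted p 2.35e-04, edgeR's quasi-likelihood test). *gst-38* (WBGene00001786, chromosome V from 15915162 to 15916070, within 1 Mb of *hil-1*) changed by −0.67 and *ugt-62* (WBGene00010904, chromosome III from 4537281 to 4540623) by −0.68. In the infection-response families, *irg-1* (WBGene00015574, chromosome V from 3523587 to 3524679) changed by −0.52 (adjusted p 0.00368, edgeR's quasi-likelihood test). *fipr-22* (WBGene00007989) and *fipr-24* (WBGene00007992), which neighbour each other on chromosome I from 14155429 to 14158078 and belong to 1 gene family whose members can share reads, changed by 0.58 and 1.00. The *fipr-22* rise was 0.90 in *tm1442* and 0.26 in *gk229* (adjusted p 0.374), and the alleles differed by 0.64 (adjusted p 0.0139, edgeR's quasi-likelihood test). The *fipr-24* call was lost without wild-type replicate 1 (adjusted p 0.0534, range 0.00839 to 0.0534, edgeR's quasi-likelihood test).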

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

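The tests in this part for *tm1442* replicate 3 (except that of *his-24*), for *T25C12.3* and for other splits of the libraries were chosen only after the result was seen, and the tests of *his-24*, *ftn-1* and the DAF-16 targets were chosen before their own outcome was known, for patterns already seen. In 114 groups of 4 replicates the highest or lowest library was compared with its nearest neighbour by Dixon's 95% critical value for 4 samples, and 9 groups passed it, where chance gives about 1 in 20, or 5.7.

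*tm1442* replicate 3 stood apart from the other *tm1442* libraries in its slope on gene length, −0.180 log2 CPM per doubling against 0.0146 to 0.0457. Its root mean square log2 distance from the other *tm1442* libraries was 0.388, against 0.180 to 0.270 for the other 11 libraries from their groups, over 13310 genes. Depth was argued against, since its 42.9 M gene counts (42858037) lay within the range of the other libraries, as did the 10.2% of its counts in the top 10 genes and the 1.91% of its fragments that did not align, the share that reads from another organism would raise. Its share of fragments in no gene, 0.853%, was the lowest of the 12 libraries (others 1.12% to 1.34%), and its share with a low alignment quality, 18.80%, the highest (others 18.1% to 18.78%), which were not tested as explanations. A swapped label with either other genotype was argued against by *hil-1* at 85.1 CPM, far below the lowest *gk229* library at 277 CPM. A bias on gene length fits part of the pattern, since the slope of −0.180 lay far outside the other libraries and its removal took away 33.0% of the squared distance. It is not the whole cause, since the distance that remained, 0.318, was still above the highest of the other libraries, 0.267. Lower RNA integrity or a different state of that culture could each leave such a trend and remain open, and no biological explanation was tested within a genotype. In the same library *his-24* had 222.5 CPM against 195 to 197 in the other *tm1442* libraries, a ratio of 1.14. With the length trend removed the ratio was 1.01, which is consistent with the length bias as its cause.

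Other libraries stood out in 7 further groups, among them *gk229* replicate 4 and wild-type replicate 2 in 2 each. *gk229* replicate 4 had 1.14% of fragments in no gene against 1.199% to 1.21% in its group, and 0.611% of gene counts in rRNA genes against 0.264% to 0.3002%, although wild-type replicates 3 and 4 had more, 0.823% and 0.729%. Wild-type replicate 2 had 2.79% of fragments in more than 1 gene against 2.61% to 2.63%, and *gk229* replicate 2 had 9.63% of counts in the top 10 genes against 10.0% to 10.1%. Among single genes, *hil-5* had 13.7 CPM in wild-type replicate 4 against 14.5 to 14.7, *clx-1* had 3.84 CPM in wild-type replicate 2 against 1.94 to 2.22, and *fipr-22* had 3.13 CPM in wild-type replicate 1 against 3.91 to 3.99. With about 5.7 such cases expected from chance, these carry little weight, and neither a technical nor a biological explanation was tested for them.

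The alleles differed from each other in 143 genes. Chance was argued against for this count, since 1 of the 35 splits of the 8 libraries, the real one, gave as many. The highest other split gave 37. A share of 1 in 35 is the smallest these splits allow, and the other splits mix the alleles, which can lower their counts. The largest difference among genes with a mean of at least 1 CPM, *T25C12.3*, was checked against technical causes. With the length trend removed its log2 change was −2.83, so gene length did not produce it. Its highest *tm1442* library had 82.0 CPM and the lowest of the other 8 libraries 417 CPM, which argues against a mislabelled library. A variant of the *tm1442* stock at that gene stays open. Within 100 kb 0 of 31 tested genes were called between the alleles by edgeR's quasi-likelihood test (3 at an unadjusted p under 0.05, 0 by limma-voom and 0 by DESeq2), which a variant at that gene and an effect that acts through *hil-1* both predict. These cannot be told apart from gene counts of 1 stock per allele.

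*ftn-1* (WBGene00001500, chromosome V from 7546468 to 7547579, named after its values were seen) was the 1 gene called in opposite directions in the alleles. It had 79.0 ± 6.97 CPM in wild type, 59.0 ± 5.50 in *gk229* and 117 ± 10.9 in *tm1442* (SD, n = 4), with log2 fold changes of −0.42 (adjusted p 0.0259) and 0.56 (adjusted p 0.00408) by edgeR's quasi-likelihood test. The difference between the alleles was 0.98 (adjusted p 5.63e-05, edgeR's quasi-likelihood test), with all 4 *tm1442* libraries above all 4 *gk229* libraries. Gene length was argued against, since the adjusted p was 4.74e-06 with the length trend removed and 3.10e-05 without *tm1442* replicate 3, the 2 alternatives run for this gene. Other differences between the stocks were not tested and stay open, beside the alleles themselves.

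The DAF-16-activated targets, a list that holds *ftn-1* and *fat-5*, lay higher in *tm1442* than in *gk229*, with a median log2 difference of 0.40 over 28 genes, 22 of them higher. The list test gave an adjusted p of 3.57e-10 by camera with a preset correlation, 0.00538 by fry and 0.00605 by camera with an estimated correlation. The median difference was 0.40 to 0.42 under the 4 scalings. Averaged per library, the deviation of the list was −0.26 ± 0.22 in *gk229*, 0.16 ± 0.17 in *tm1442* and 0.10 ± 0.15 in wild type (log2, SD, n = 4). The alleles differed by an exact permutation test (p = 0.0286, the smallest that 70 arrangements give), while *gk229* against wild type gave p = 0.0857 and *tm1442* against wild type p = 0.686 by the same exact permutation test. A few genes alone were argued against, although weakly. Without *ftn-1*, *fat-5* and the small heat shock genes, the other 17 genes still differed by fry (p = 0.0325; camera 0.00372; estimated correlation 0.0389), with a smaller median of 0.11 and 11 of 17 higher. Gene length was argued against by a fry adjusted p of 0.00231 with the trend removed, and *tm1442* replicate 3 by 0.0109 without it, in a range of 0.00325 to 0.0243 over the 12 libraries left out in turn. A difference of DAF-16 activity between the alleles may underlie this pattern, as a hypothesis found and tested on the same data. A difference between the stocks unrelated to *hil-1* was not tested and stays open.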

How the results depend on the processing

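Of the alternatives in this part, the removal of each library's trend on gene length was chosen only after the result was seen, after seeing the data. Over the alternatives, the *hil-1* change in *tm1442* kept its direction and its call in 22 of 22 (log2 fold change −2.52 to −2.40). The correlation of the alleles lay between 0.460 (without *tm1442* replicate 3) and 0.599 (without wild-type replicate 1). It was below the 0.498 of unchanged groups, simulated for the settings of the report alone, without *tm1442* replicate 2 (0.474) or 3 (0.460) or *gk229* replicate 1 (0.462) or 3 (0.487), without the low-count filter (0.495) and with DESeq2 (0.497). The count of linker histone genes called on the mean of both alleles was 0 in all 21 settings run for it, with 0 at an unadjusted p under 0.05 in edgeR's quasi-likelihood test. On the mean of both alleles against wild type no gene set was called by any alternative, with adjusted p of 0.211 to 0.944 for DAF-16 targets, 0.119 to 0.801 for infection-response families, 0.436 to 0.994 for core histones (0.515 to 0.944 over the libraries left out in turn), 0.0517 to 0.801 for collagens and 0.312 to 0.944 for detoxification families.

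Counts of called genes moved with the threshold and with DESeq2, and little with limma-voom. They are given for *gk229* and *tm1442* against wild type, the mean of both alleles, *tm1442* against *gk229*, and both alleles in the same direction, where the report had 243, 282, 285, 143 and 85. An adjusted p under 0.1 gave 423, 483, 504, 246 and 150 by its looser threshold, and a minimum absolute log2 fold change of 1 gave 52, 58, 50, 27 and 23 by its stricter threshold. With limma-voom the counts were 233, 266, 287, 143 and 83. The DESeq2 Wald test gave 468, 537, 573, 333 and 164, and called 242 of the 243, 279 of the 282, 281 of the 285 and 141 of the 143 genes; the cause was not tested. With the length trend removed the counts were 431, 460, 500, 229 and 141, with 238, 275, 280 and 138 of the reported genes called in the 4 contrasts. Without the low-count filter *tm1442* against *gk229* gave 220; the cause was not tested. A fit of only the libraries compared gave 764 for *gk229*, 143 for *tm1442* and 44 for *tm1442* against *gk229*. The rise was in the comparison that then left out *tm1442* replicate 3, and the falls were in those that kept it.

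Leaving out 1 library gave 104 to 659 genes for *gk229*, 129 to 447 for *tm1442*, 113 to 580 for the mean of both alleles, 36 to 379 for *tm1442* against *gk229* and 41 to 152 for both alleles. The highest count of each range came without *tm1442* replicate 3. For *gk229* the count was 120, 127, 137 and 104 without wild-type replicates 1 to 4 and 114, 147, 126 and 126 without *gk229* replicates 1 to 4. For *tm1442* it was 158, 141 and 129 without wild-type replicates 2 to 4 and 178 without *tm1442* replicate 1. For the mean of both alleles it was 165, 145, 168 and 113 without wild-type replicates 1 to 4. For *tm1442* against *gk229* it was 36, 92, 70 and 45 without *gk229* replicates 1 to 4 and 53 without *tm1442* replicate 1. For both alleles it was 56, 47, 47 and 41 without wild-type replicates 1 to 4 and 55, 52 and 52 without *gk229* replicates 1, 3 and 4. Without *tm1442* replicate 4 the counts rose less, to 271 for *gk229*, 283 for *tm1442*, 323 for the mean of both alleles and 88 for both alleles, and fell to 114 between the alleles. The rise without *tm1442* replicate 3 included the *gk229* comparison, which that library is not in and can affect through the estimate of spread, the filter or the scaling. The cause of the shifts was not tested.

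The *hil-1* change in *gk229* kept its direction and lost its call in 4 of the 22 settings, with a log2 fold change of −0.42 (adjusted p 0.0507) without wild-type replicate 1, −0.41 (0.0520) without wild-type replicate 2, −0.43 (0.0549) without *gk229* replicate 1 and −0.41 (0.0599) without *gk229* replicate 4. Its log2 fold change ranged from −0.47 to −0.41 and its adjusted p by edgeR's quasi-likelihood test, limma-voom or DESeq2 from 1.84e-05 to 0.0599.

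The core histone set, near 0 throughout, reversed its direction with fry (adjusted p 0.994), without the low-count filter (0.783), with the length trend removed (0.436), and without wild-type replicate 2 (0.871) or 3 (0.630), *gk229* replicate 3 (0.866) or 4 (0.790), or *tm1442* replicate 3 (0.549) or 4 (0.944). The cause was not tested. Of 615 values of 29 named genes over the alternatives, 582 kept their direction and side of the threshold, 29 lost the call, 0 gained one and 4 reversed. The reversals were small log2 fold changes of linker histones that were never called: *hil-2* at 0.00898 without wild-type replicate 1 (range over the libraries left out −0.13 to 0.00898), and *hil-5* at 0.0562 without *gk229* replicate 2, 0.0242 without *tm1442* replicate 1 and 0.00770 without *tm1442* replicate 2 (range −0.10 to 0.0562). The lost calls were those of *C33C12.11* (10), *fat-5* (7), *F20B10.3* (7), *clx-1* (4) and *fipr-24* (1), genes of low count.

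The replicate numbers were not taken to pair the libraries, since the labels name no shared batch and not every same-numbered pair deviated together. Of 12 same-numbered pairs of libraries from different genotypes, 8 had deviations that correlated above 0.1 across genes (range 0.00620 to 0.318, median 0.145). The range was −0.307 to 0.142 (median −0.0434) for differently numbered pairs. Same-numbered pairs thus correlated more as a group. A batch shared by replicate number stays open, and the tests without a block do not take it into account. With the replicate number as a block, 397, 443, 473 and 242 genes were called in the 4 contrasts, 237, 268, 281 and 139 of them among the reported genes, and 143 were called in both alleles in the same direction. The cause was not tested. Among the other results run with the block (the *hil-1* levels, the linker histones, the gene sets on the mean of both alleles and the named genes), it changed no other call.

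The effect of depth was not tested by drawing fewer counts. Each library held at least 39649347 gene counts, and 16907 of 31137 genes with any count passed the filter. Counts were low for *hil-6*, at 2 to 12 per library and not tested, and for *C04E6.5*, at 1 count over the 4 *gk229* libraries.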

Other observations

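The tests of gene length, of chromosome V, of *pud* reads, and of abundant genes and *tm1442* replicate 3 for the chaperones were chosen before their own outcome was known, and the other tests of this part only after the result was seen. All patterns here were noticed in the data.

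Chance was argued against for the counts of changed genes, within the limit of 1 in 35 or 1 in 100 set by the number of splits. The other splits mix genotypes within their groups, which can widen the spread and lower their counts. Of the 35 splits of the 8 libraries compared, 1 gave as many genes as the real *gk229* split (highest other 5) and 1 as many as the real *tm1442* split (highest other 7), the real one included. Of 100 splits of the 12 libraries, 1 gave as many genes on the mean of both alleles (highest other 37) and 1 as many genes shared by both alleles (highest other 15).

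The 85 changes shared by both alleles had technical candidates. The shared wild-type libraries were argued against, since simulated alleles with independent effects shared at most 7 calls. Gene length was argued against, since 81 of the 85 genes were called in both alleles with the length trend removed, when 141 were. Variants linked to *hil-1* were argued against as the main cause, since 7.14% of the shared genes other than *hil-1* (6 of 84) lay within 1 Mb of it. Shared calls were nonetheless enriched there (odds ratio 3.14, Fisher's exact p 0.0160, 408 tested genes), while calls between the alleles were not (3 of 142, odds ratio 0.871, Fisher's exact p 1). For those 6 genes, linked variants that both mutants carry and a local effect of *hil-1* loss cannot be told apart, since both predict a shared change near the gene. A wild-type stock that differs from both mutants for reasons unrelated to *hil-1* predicts 1 value in both alleles. It was argued against as the whole cause for 6 of the 85 genes, *hil-1*, *zig-2* and 4 *pud* genes, which also differed between the alleles. For the other 79 genes no such difference was called and no other wild-type stock was analysed here, so this and loss of *hil-1* cannot be told apart.

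The size of the changes was alike in both alleles, although *gk229* retained 73.9% of the *hil-1* transcript and *tm1442* 18.4%. Values from the same wild-type libraries and genes chosen on both alleles favour such a likeness, so genes were chosen in 1 allele with a pair of wild-type libraries and measured in the other allele against the other pair, for all 6 choices. Genes chosen in *tm1442* (at least 38) had a median ratio of log2 changes, *gk229* to *tm1442*, of 0.395 to 0.700. Genes chosen in *gk229* (at least 46) had a ratio of *tm1442* to *gk229* of 0.463 to 0.736. The choice of genes inflates the change in the allele they were chosen in, which lowers both ratios. For *hil-1* itself the ratio of *gk229* to *tm1442* was 0.178. Log2 changes in proportion to that of *hil-1* were argued against, since the lowest ratio of any single *gk229* library was 0.267. Changes in proportion to the share of transcript lost predict 0.319 for genes chosen in *tm1442*. All 6 medians lay above it, although that lowest ratio lay below. For genes chosen in *gk229* they predict the larger change in *tm1442*, yet all 6 medians and every single library (highest 0.797) showed the smaller. The medians of genes chosen in *tm1442* lean against such changes but do not settle the question, since the 6 choices reuse the same wild-type libraries. Genes chosen in *gk229* cannot decide it, since the choice of genes lowers the second ratio by an amount not measured. Wild-type animals in the *gk229* cultures as the source of its transcript also predict 0.319, for CPM changes. Genes chosen in *tm1442* had medians of 0.368 to 0.691, with a lowest single library of 0.276. Genes chosen in *gk229* had CPM ratios of *tm1442* to *gk229* of 0.423 to 0.671, with a highest single library of 0.734. This source predicts the larger change in *tm1442* there too. The medians of genes chosen in *tm1442* lean against this source, but the lowest single library lay below 0.319. With the same limits from the choice of genes and the reused libraries, it stays open. A candidate explanation for equal changes is that both alleles lose most HIL-1 function and that the *gk229* transcript is largely not functional. Neither protein nor the structure of the transcript was measured here, and a difference of the wild-type stock would give equal changes as well.

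Called genes were in excess on chromosome V, which holds 22.7% of tested genes. Apart from *hil-1*, it held 88 of 242 *gk229* calls (odds ratio 1.97, Fisher's exact p 1.30e-06), 87 of 281 *tm1442* calls (1.54, p 0.00120 by Fisher's exact test), 33 of 84 shared calls (2.21, p 5.97e-04 by Fisher's exact test) and 63 of 142 calls between the alleles (2.74, p 1.33e-08 by Fisher's exact test). Genes of chromosome V also vary more between replicates (odds ratio 1.36 for the most variable genes not called on the mean of both alleles, 1647 of them, Fisher's exact p 1.60e-07). For the shared calls, variability was argued against as the whole cause, since their odds ratio was 2.24 (p 3.36e-04, logistic model) with each gene's variability in the model. Variants within 1 Mb of *hil-1* were argued against too as the whole cause, since the odds ratio for shared calls outside that window was 2.03 (Fisher's exact p 0.00466). Of the 142 calls between the alleles, 3 lay within 1 Mb of *hil-1* and 63 on chromosome V. This argues against variants in that window as the whole cause there too, while variability was not tested for these calls and stays open. Neither test was run for the *gk229* or *tm1442* calls, where both stay open. Variants farther along the chromosome, carried with *hil-1* through crosses, could contribute and were not tested. Loss of *hil-1* with a preference for genes of chromosome V is the other open candidate.

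Cytosolic chaperones were lower in both alleles. The pattern was noticed in 4 called genes, named after their values were seen: *hsp-1* (WBGene00002005, chromosome IV; log2 fold changes −0.48 in *gk229* and −0.44 in *tm1442*), *hsp-90* (WBGene00000915, −0.34 and −0.36, on chromosome V within 1 Mb of *hil-1*), *dnj-13* (WBGene00001031, −1.02 and −0.77) and *fkb-6* (WBGene00001431, −0.41 and −0.32). A list of 31 cytosolic chaperone genes, written from general knowledge after these were seen, had a median of −0.16 in each allele, and 26 of 31 were lower in both. Its test on the mean of both alleles gave p = 6.01e-04 by fry, 1.29e-15 by camera and 0.0140 with an estimated correlation. The 4 scalings gave medians of −0.15 to −0.17. The 4 genes alone were argued against, since the other 27 gave p = 0.00820 by fry and 6.83e-07 by camera, although an estimated correlation gave 0.0756. Of those 27, 0 were called by edgeR's quasi-likelihood test, with 9 at an unadjusted p under 0.05, 0 by limma-voom and 3 by DESeq2. A shift of all abundant genes was argued against, since 0 of 10000 random lists matched on expression had a median as low as −0.14 (range −0.10 to 0.10). Gene length (fry p 7.09e-04 with the trend removed) and *tm1442* replicate 3 (fry p 0.00110 without it) were argued against. Both values are for all 31 genes. The 27 genes without the 4 gave a fry p of 0.00755 with the trend removed and 0.0109 without that library. The shift did not extend to 16 chaperones of the endoplasmic reticulum and mitochondria (fry p 0.734; 0 called by edgeR's quasi-likelihood test, 0 at an unadjusted p under 0.05, 0 by limma-voom and 0 by DESeq2). The DAF-16 list holds 6 of the 31 genes, and the other 25 gave a fry p of 2.16e-04. Those 25 include the 4 genes in which the pattern was noticed, and a list without both groups was not tested. Lower demand for, or lower induction of, cytosolic chaperones in the mutants may explain this, as a hypothesis, and a difference of the wild-type stock or of its cultures remains open in the same way as for the other shared changes.

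The joint rise of the *pud* genes was not made by sharing of reads in which counted reads pass from copy to copy. The summed level of all 6 *pud* genes rose from 317 ± 77.8 CPM in wild type to 1716 ± 476 in *gk229* and 818 ± 257 in *tm1442* (SD, n = 4; two-sided exact permutation p 0.0286 for each allele, the smallest possible), a log2 ratio of 2.00 for the mutants, where sharing moves reads between copies and leaves their sum. Reads that fit copies equally well can also stay uncounted for a low alignment quality. The sum does not test whether that loss differed between the genotypes. The counts of *pud-1.1* and *pud-1.2* differed by at most 0.07 log2 in any library, so which copy rose is unknown. A variant near the cluster in both stocks was not tested and stays open, beside loss of *hil-1*.

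Between the alleles, cuticle collagens had a median log2 difference of −0.11 (camera adjusted p 7.60e-04, fry 0.0540, estimated correlation 0.205). The fry value was 0.0123 with the length trend removed and 0.00164 without *tm1442* replicate 3. Infection-response families had a median of −0.04 with a fry adjusted p of 0.437, and 0.0998 with the trend removed and 0.00627 without that library. The collagen call thus depended on the test, and under fry also on the length trend or that library. For the infection-response families camera gave 0.419 with all libraries and 0.0162 without *tm1442* replicate 3, so their call rested on that library under both tests.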
